A study of Rattus norvegicus with 10 samples. Its data were reported in "A Comparison of Gene Expression Profiles of Rat Tissues after Mild and Short-Term Calorie Restrictions" (2021).

How the data were processed

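The measured material was RNA from the brain of male Wistar rats, pooled from 5 rats per group after a 16 h fast, with 1 Affymetrix array for each of 10 groups made from the labels (control and CR of 5, 10, 20 and 30%, at 1 week and 1 month). The values deposited by the authors are MAS5 signal intensity on a linear scale, 1 column per array, and MAS5 is named in the submitters' processing notes. MAS5 estimates a probe set signal from perfect-match and mismatch probes and scales each array. In the table the mean after trimming 2% at each end was equal within a duration and differed between durations. Detection and change calls were not used here, so signals near background cannot be told from absent transcripts. Because MAS5 subtracts mismatch signal, low values are noisy on a log scale and their folds can be large.

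Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, numba 0.67.0, matplotlib 3.10.9) and R 4.3.3 with limma 3.58.1 were used. Signals were taken as log2 without a pseudocount, after 6 values of 0 were set to the smallest positive value, 0.1. Of the 31099 probe sets, 20832 had 1 gene symbol, 436 several and 9831 none in the platform annotation, and no gene was named from a probe set with several. Of these symbols, 20764 were found by Entrez identifier in the RefSeq gene table of the GRCr8 assembly and 0 needed an update. No coordinates are given, since no build applies to the signals.

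The rows of the 1 month columns did not match the probe set identifiers (the correlations are given with the results). The design fixed before the data were examined placed all 10 arrays in a single fit with 4 groups and 6 residual degrees of freedom. That fit pairs unrelated rows, so each duration was fitted by itself: 4 CR arrays against 1 control array, 3 residual degrees of freedom, limma's lmFit and eBayes with an intensity trend, and Benjamini-Hochberg adjustment with a threshold of 0.05. The 4 CR levels were treated together and are not replicates of a dose, and the p-values measure the spread between pools. Probe sets with a mean log2 signal above the 50th percentile of that duration were kept, 15521 at 1 week (57 control probe sets left out) and 15549 rows at 1 month (control rows cannot be told there). The trend over CR level used the 4 CR arrays of a duration, with 2 residual degrees of freedom. The averaged CR effect, the difference of CR effects between durations, the comparison of durations and the overlap of all 8 comparisons were not run for the same reason. The correlation of CR effects between durations was not run on the rows as deposited, and is given only over matched rows as a test.

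Ratios per level were counted at 1.5-fold, and 100 simulated sets of unchanged arrays sharing a control gave the chance values. Gene and marker lists fixed before the data were examined were tested at 1 week with camera (preset correlation 0.01, and an estimated one) and fry on 1 probe set per gene, the brightest. camera compares a list with all other genes, and fry asks whether a list moves on balance in 1 direction. A list needed 3 measured genes. Of the measured genes, 4 are shared by the actin and tubulin list and the study's lower list, and no other pair of lists shares more than 2. By fry, 13 of 32 lists had an adjusted p under 0.05. Named genes at 1 week were the 10 higher and 10 lower genes with the largest change among those past the threshold with all 4 CR arrays on the same side of control, a single symbol that is not a provisional name, and the brightest probe set per gene. Up to 4 members per list that passed were added, largest change first within a direction, with both directions shown where both had calls. A member of the rarer direction could thus be given in place of a larger change in the other. Some members that did not pass, genes the study names, and the largest slopes over CR level as values were also added. No 1 month gene was named.

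The fit was tested on simulated arrays with 67 genes changed by 1.5-fold, 67 by 2-fold and 66 by 4-fold. For CR against control at 1 week it called 69.7% of genes changed by 4-fold, 32.8% by 2-fold and 5.97% by 1.5-fold, with 1 false call. These rates hold for simulated data with 73 calls in all. The real 1 week data had 3958, and the rates were not tested at so many calls. Alternatives were median and quantile scaling, no filter or a filter at the 75th percentile, a pseudocount of 16.6 (the 20th percentile of all values), eBayes without a trend or robust, leaving out each CR array, 2-fold instead of 1.5-fold, and the control as 0% in the trend. The single fit of 10 arrays, the design as first fixed, was kept as an alternative. Cyclic loess scaling and the comparison of CR arrays without the control array were added after the data were seen.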

Results

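The study asked how mild and moderate calorie restriction (CR, a reduced food supply without malnutrition) alters gene expression. RNA was taken from the brain of male Wistar rats, an outbred laboratory strain, and the methods of the study place the sample in the hypothalamus area, which controls feeding. Control rats were compared with rats restricted by 5, 10, 20 or 30% for 1 week or 1 month, and all were fasted for 16 h before sampling. RNA of 5 rats was pooled per group and measured on 1 Affymetrix rat array, which gave 10 arrays and no second array for any group. The number of arrays therefore limits the precision of every value. The signals covered 31099 probe sets, the short probe groups that each measure a transcript, and 20832 of them were paired with 1 gene symbol.

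At both durations the arrays were scaled by the authors to an equal trimmed mean signal, 158.8 at 1 week and 191.4 at 1 month. The 1 week control array stood apart from the 4 CR arrays of that duration. Its log2 signals correlated with theirs at 0.852 to 0.874, whereas the CR arrays correlated with each other at 0.912 to 0.922 (across probe sets, which are not independent replicates). Signals under 10 made up 24.02% of its values and 11.7 to 14.4% of those of the CR arrays. The poly-A spike-ins, bacterial transcripts added to the RNA before labelling, were higher on the control array in 12 of 12 probe sets, by a median of 1.29 on the log2 scale. The hybridization spike-ins, added after labelling, were higher in 3 of 9, with a median difference of -0.03. The 3'/5' signal ratio of control transcripts, a sign of RNA quality and labelling, was lower on the control array than on every CR array of that duration. On the log2 scale it was 0.19 against 0.40 to 0.79 for GAPDH and 1.90 against 2.19 to 2.80 for beta-actin. The excess of 3' over 5' signal was thus larger on the CR arrays. Whether the control RNA or the CR RNA was the poorer was not tested. Every comparison of CR with control at 1 week uses this array.

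**Figure D1:**
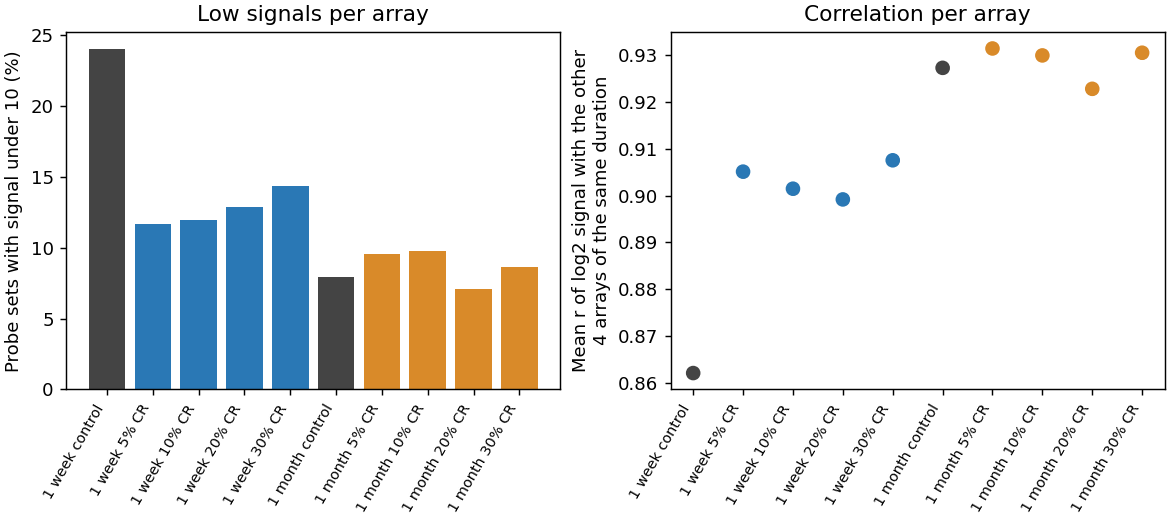
Left, percent of probe sets with a signal under 10 on each of the 10 arrays. Right, mean Pearson correlation of each array's log2 signals with the other 4 arrays of its duration (axis does not start at 0). Control arrays are dark, 1 week CR arrays blue and 1 month CR arrays orange, and the 1 week control array has the highest share, 24.02%, and the lowest correlation, 0.862.

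The rows of the 1 month arrays did not follow the probe set identifiers of the table. Log2 signals of 1 week and 1 month arrays correlated at 0.036 to 0.052 in 25 pairs of arrays, against 0.918 to 0.935 among the 1 month arrays. In the row of the 3' GAPDH control probe set, a housekeeping gene, the 1 month signals were 9.2 to 40.3 and the 1 week signals 5996 to 7007. The 1 month rows were therefore used without gene names, and CR was compared with control within each duration, except in an alternative fit of all 10 arrays.

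At 1 week, the genes furthest above control were mostly those with a near-background control signal, and the genes furthest below it included the neuronal activity marker *Fos* and the matrix proteoglycan *Dcn*. Among 15521 probe sets tested, 3958 differed between CR and control, 2246 higher and 1712 lower (limma, Benjamini-Hochberg adjustment). They belonged to 2562 named genes of 9425 tested, of which 1261 had a higher and 1376 a lower probe set, some of them both. The balance depended on the filter: 1295 probe sets were higher and 1368 lower with a filter at the 75th percentile, and 4943 and 1742 without a filter. *Grm8*, a metabotropic glutamate receptor, was the only member of the 10 largest increases with a control signal above 100. Its signal was 109.1 in the control and 1142 to 1558 in the CR arrays, a log2 change of 3.59 ± 0.19 (SD, n = 4; adjusted p = 2.3e-05). On the deposited signals *Cxcr5*, a chemokine receptor, changed by 4.84 ± 0.59 from a control signal of 4.9, the largest value among the named genes. *Nkx2-5*, a cardiac transcription factor, rose by 4.20 ± 0.12 from 5.6, and *Mef2b*, a transcription factor, was 15.98-fold higher. *Vwa3a* (3.85), *Map4k1* (3.66), *Evpl* (3.61), *Slc51a* (3.56), *Gsg1* (3.49) and *Tmc4* (3.38) completed the increases. In 8 of these 10 genes the control signal was under 20, so their folds and their order rest on a signal close to background. With a pseudocount of 16.6 added to each signal, *Cxcr5*, *Nkx2-5* and *Mef2b* fell to 2.88, 2.43 and 2.32, below *Grm8* at 3.41, and all 10 stayed past the threshold.

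The 10 largest decreases were 4.05-fold to 5.96-fold, from control signals of 193.9 to 572.3. *Gnai1*, an inhibitory G protein subunit, fell by 2.57 on the log2 scale (SD 0.69, adjusted p = 0.011). *Fos*, an immediate early gene, fell from a signal of 489.9 to 63.2 to 154.4, a log2 change of -2.36 ± 0.53 (SD, n = 4; adjusted p = 0.0028). *Dcn*, the proteoglycan decorin, changed by -2.09 ± 0.32. The others were *Wac* (-2.30), the transcription factor *Usf1* (-2.29), *Fam120b* (-2.17), *Magt1* (-2.15), *Tmem100* (-2.12), the RNA helicase *Ddx17* (-2.10) and *Smim10l1* (-2.02). Some CR signals were low: 20.0 to 59.9 for *Gnai1*, 25.1 to 78.5 for *Usf1* and 29.6 to 58.6 for *Ddx17*. Those of *Smim10l1* were 106.1 to 139.3. With a pseudocount of 16.6 the first 3 changed by -2.13, -1.91 and -1.75. None of the 10 decreases was kept by the filter at the 75th percentile. The lone control array was assumed to vary like the CR arrays, and the p-values cannot separate the diet from that pool or array. When each CR array was instead set against the other 3, no probe set was called by limma, with 490 to 955 at an unadjusted p under 0.05.

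Among the energy and protein synthesis lists, most genes of oxidative phosphorylation and of the cytosolic ribosome rose at 1 week. Of 82 measured oxidative phosphorylation genes, 46 rose and 13 fell, and 52 rose and 13 fell adjusted over the list alone. *Cox6c-ps1*, a pseudogene by its symbol, changed by 2.42 from a control signal of 19.6, which is close to background. Whether its probe set also measures near-identical copies was not tested. *Cox4i2* changed by 2.07, while *Atp5f1a*, a subunit of ATP synthase, changed by -1.33 and *Uqcrc2*, of complex III, by -1.32. Of 42 ribosomal protein genes, 25 rose and 1 (*Rpl4*, -0.99) fell, and 29 rose and 2 fell adjusted over the list alone. *Rpl26l1* was 2.83-fold higher and *Rpl21* changed by 0.99. Both lists were shifted upward by limma's camera test at its preset correlation (adjusted p = 7.1e-09 for each). Neither shift passed with an estimated correlation, where the adjusted p was 0.395 for each list. That setting cannot tell whether correlation between genes accounts for the shifts. For cholesterol synthesis the estimated correlation was -0.027, below the preset 0.01, yet camera's unadjusted p rose from 9.5e-04 to 0.037. Both moved together with the differences in spike-ins, low signals and 3'/5' ratios of the control array given above.

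Genes of cholesterol synthesis, protein folding, autophagy and the cytoskeleton that passed the test were mostly below control, measured against the same control array with its higher spike-ins, more low signals and lower 3'/5' ratios. Of 19 cholesterol synthesis genes, 6 fell and 1 rose (9 and 1 adjusted over the list alone). The decreases included *Mvk*, mevalonate kinase (-1.85), *Insig1*, a regulator of sterol synthesis (-1.61), and *Msmo1* (-1.04), while the sterol desaturase *Sc5d* was higher (0.78). Of 17 heat shock and chaperone genes, 7 fell and 1 rose (8 and 1 adjusted over the list alone). Among them were the chaperonin subunits *Cct2* (-1.07) and *Cct5* (-0.65) and the co-chaperone *Dnajb1* (-0.58), and *Hspe1* rose by 0.53. Of 15 autophagy genes, 7 fell and 1 rose (8 and 1 adjusted over the list alone), with *Ctsd*, a lysosomal protease, at -1.07, *Lamp2* at -0.86 and *Atg7* at 1.09. Of 12 actin and tubulin genes, 7 fell and none rose (7 and 1 adjusted over the list alone). *Pfn1*, an actin binding protein, was at -1.33 and *Tubb5* at -0.75. The adjusted p by camera was 0.0076 for cholesterol synthesis, 0.0357 for chaperones, 0.0382 for autophagy and 0.0186 for actin and tubulin. With an estimated correlation the adjusted p was 0.395 for the first, second and last of these and 0.502 for autophagy, and none of the 32 lists tested passed. With the stricter filter on low signals, the calls for cholesterol synthesis, chaperones and actin and tubulin were lost (adjusted p = 0.104, 0.158 and 0.103; lowest over 6 alternatives 2.4e-04, 0.002 and 9.5e-04).

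Feeding and hypothalamic genes moved in different directions. Of 6 orexigenic genes, 1 rose (2 adjusted over the list alone), namely *Npy*, the appetite-stimulating neuropeptide Y, at 1.25 ± 0.10 (SD, n = 4; adjusted p = 2.6e-04 by limma). *Pmch* and *Hcrt* had values of 0.27 and 0.23 and did not pass. Of 6 anorexigenic genes, *Bdnf*, a neurotrophin, fell (-1.90), as did *Trh*, thyrotropin releasing hormone (-1.09), while *Cartpt* rose (0.64), and 3 fell and 1 rose adjusted over the list alone. Of 13 neuroendocrine genes, *Tac1* (-0.98) and *Pdyn* (-0.75) fell and *Sst*, somatostatin, rose (0.55), the same counts as adjusted over the list alone. Of 13 immediate early genes, *Fos*, *Nr4a3* and *Egr1* fell, and *Dusp6* (2.04) and *Jun* (1.02) rose, again with the same counts adjusted over the list alone. Of 16 circadian clock genes, *Per3* (1.23) and *Cry2* (0.49) rose, and none passed adjusted over the list alone. Of 14 glucocorticoid response genes, the metallothionein *Mt2A* (1.36), *Klf9* (0.66) and *Fkbp5* (0.64) rose and *Ddit4* (-0.72) fell, with 3 and 1 adjusted over the list alone. None of these lists was shifted as a set by camera, with adjusted p from 0.095 for the orexigenic list to 0.916 for the immediate early list. By fry, which tests whether the members move on balance in 1 direction, the orexigenic list passed (higher, adjusted p = 0.0102).

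The remaining metabolic lists showed no shift by camera. Of 15 genes of fatty acid oxidation and ketone use, 4 fell and 2 rose (4 and 2 adjusted over the list alone), among them *Acat1* (-1.32), *Acadm* (-1.01) and the uncoupling protein *Ucp2* (1.06). None of 12 fatty acid synthesis genes passed, also adjusted over the list alone. *Igf1*, insulin-like growth factor 1, rose by 1.45 ± 0.19 and *Mtor* by 0.50, while *Sesn1* (-0.97) and *Igfbp2* (-0.52) fell, 4 of 14 insulin and FoxO pathway genes (4 adjusted over the list alone). Of 17 xenobiotic and antioxidant genes, *Hmox1* (1.18) rose and *Nqo1* (-0.82) fell, and 0 passed adjusted over the list alone. Their adjusted p by camera was 0.555, 0.889, 0.941 and 0.889.

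Markers of tissues beside the hypothalamus also differed between CR and control. All 3 pituitary genes that passed the signal filter rose, of 11 on the array, *Tshb* by 2.26, *Lhb* by 1.61 and *Cga* by 1.18 (camera adjusted p = 0.0076, and adjusted p = 0.502 with an estimated correlation). The choroid plexus marker *Ttr* rose by 1.93, and *Folr1* did not pass. Only 2 of 9 choroid plexus genes on the array passed the filter, too few for the set test. The filter took the mean over 4 CR arrays and 1 control array, so a dim gene passed more easily when higher in CR, and dim probe sets were higher in CR in general. Of 13 oligodendrocyte and myelin genes, 5 fell, including *Ugt8* (-1.36), *Mog* (-1.35) and *Mal* (-1.26), while *Mbp* (0.07) did not pass (camera adjusted p = 0.0382, and adjusted p = 0.787 with an estimated correlation). The myelin call was lost with the stricter filter (adjusted p = 0.160, lowest over 6 alternatives 0.0024), and the pituitary list was then not testable. Adjusted over the list alone, the counts were 3 for pituitary, 1 for choroid plexus and 5 for myelin. No other marker list passed by camera. Among 10 astrocyte genes *Aldh1l1* (-0.89) and *Ntsr2* (-0.74) fell and *Gja1* (0.40) rose, and this list passed under 3 of 6 alternatives, among them quantile scaling (adjusted p = 0.004, range 0.004 to 0.368), all at the preset correlation. With an estimated correlation the astrocyte list had an adjusted p of 0.557. Among 10 endothelial genes *Cldn5*, a tight junction protein, fell (-1.36) and *Slc2a1* rose (0.58), and among 10 meningeal and fibroblast genes *Dcn* fell and *Col1a1*, a collagen, rose (1.14). Among 5 oligodendrocyte precursor genes *Olig2* rose (1.54) and *Olig1* fell (-0.50), and among 7 ependymal and tanycyte genes *Pltp* fell (-0.68) and *Rarres2* rose (0.54). *Tyrobp* (0.92) rose among 9 microglial genes, *Pde10a* (0.70) among 8 striatal genes and *Resp18* (0.45) among 8 hypothalamic neuron genes. *Cbln1* (-0.72) and *Calb2* (-0.66) fell among 8 thalamic genes, and among 10 general neuron genes *Tubb3* (-0.64) and *Stmn2* (-0.41) fell and *Nefm* (0.44) and *Eno2* (0.38) rose. None of 3 blood genes or 4 cortical and hippocampal genes passed. Adjusted over the list alone the counts were unaltered except for 2 lower oligodendrocyte precursor genes, 3 lower astrocyte genes and 0 striatal genes. The median, the mean and the camera direction did not all have the same sign for the neuroendocrine, ependymal, oligodendrocyte precursor, microglial, endothelial and general neuron lists. By fry, the astrocyte (lower, adjusted p = 0.0498), endothelial (lower, 0.0122), meningeal (lower, 0.0226) and hypothalamic neuron lists (higher, 0.0415) also passed, and the myelin list did not (0.139). Apart from these and the orexigenic list, the lists past the threshold by fry were those called by camera, without the myelin list.

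**Figure D2:**
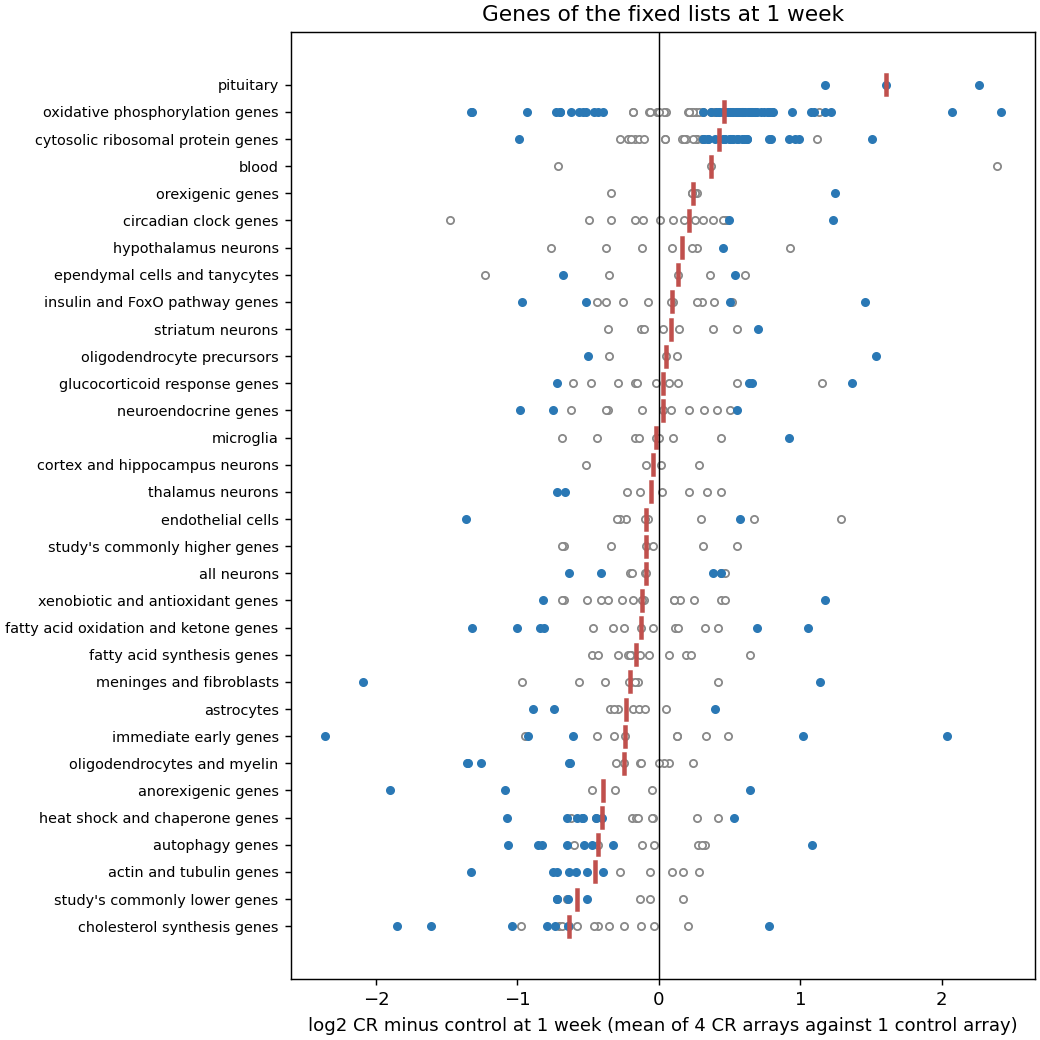
Each point is a gene of a fixed list at its log2 difference between the mean of the 4 CR arrays and the control array at 1 week, filled where the adjusted p by limma was under 0.05, and the red bar is the list median. The medians run from -0.63 for cholesterol synthesis to 1.61 for the 3 pituitary genes.

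The genes that the study singled out were examined at 1 week. *Fos* is the gene that the annotation used here gives for a probe set that the study left unnamed. *Nr4a3*, a nuclear receptor induced by activity, was at -0.92 ± 0.19 (SD, n = 4; adjusted p = 0.037), and *Egr1*, an activity-induced transcription factor, at -0.61 ± 0.11 (adjusted p = 0.020). Both calls were lost with quantile scaling (adjusted p = 0.055 and 0.054), where the log2 changes were -0.92 and -0.51. That of *Nr4a3* was also lost without the 5% or the 10% array (adjusted p = 0.056 for each), at log2 changes of -0.84 and -0.92. That of *Egr1* was also lost without the intensity trend (0.061), at a log2 change of -0.61. Their adjusted p ranged from 0.021 to 0.056 and from 0.017 to 0.061 over the alternatives. *Nr1d2*, a circadian repressor, had 0.31 ± 0.07 and *Sult1a1*, a sulfotransferase, 0.55 ± 0.35, and neither passed (adjusted p = 0.111 and 0.136). *Sult1a1* was 0.30, 0.29, 0.58 and 1.04 above control at 5, 10, 20 and 30%. *Cyp51*, of cholesterol synthesis, fell by 0.65 (SD 0.08), *S1pr1*, a sphingolipid receptor, by 0.72 (SD 0.10) and *Tpm4*, a tropomyosin, by 0.72 (SD 0.22). The *Tpm4* call was lost with quantile scaling and without the intensity trend (adjusted p = 0.067 and 0.079, range 0.017 to 0.079). The log2 changes there were -0.63 and -0.72. *Cmtm6* was at -0.65 (SD 0.11) and did not pass (adjusted p = 0.166). The probe set that the study lists as *Hsp90aa1*, which has more than 1 gene symbol in the annotation used here, fell by 0.67 (SD 0.14). Its call was lost without the intensity trend, at a log2 change of -0.67 (adjusted p = 0.057, range 0.0011 to 0.057). *Tubb4b* (-0.06) did not pass, nor did *Tubb2a* (0.17), which turned to -0.17 under quantile scaling and -0.038 under cyclic loess. None of 7 measured genes of the study's commonly higher list passed, and 4 of 8 of its lower list fell (4 adjusted over the list alone). Both lists were chosen partly on these samples and are not independent evidence of their direction. For 1 week brain the study itself marks no gene of the higher list. It marks *Cyp51*, *Hsp90aa1*, *Tpm4* and *S1pr1* lower at all 4 levels, although its text reports no hypothalamic change for *Tpm4* and *S1pr1*. *Cmtm6* is marked lower at 5 and 20%, and *Tubb4b*, *Tubb2a*, *Actg1* and *Fads1* are not marked. The lower list had an adjusted p of 0.0357 by camera, of 0.395 with an estimated correlation and of 0.158 with the stricter filter (lowest over 6 alternatives 0.0021), and the higher list 0.889. Of the lower list, 4 genes also stand in the actin and tubulin list and 1 in the cholesterol list.

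**Figure D3:**
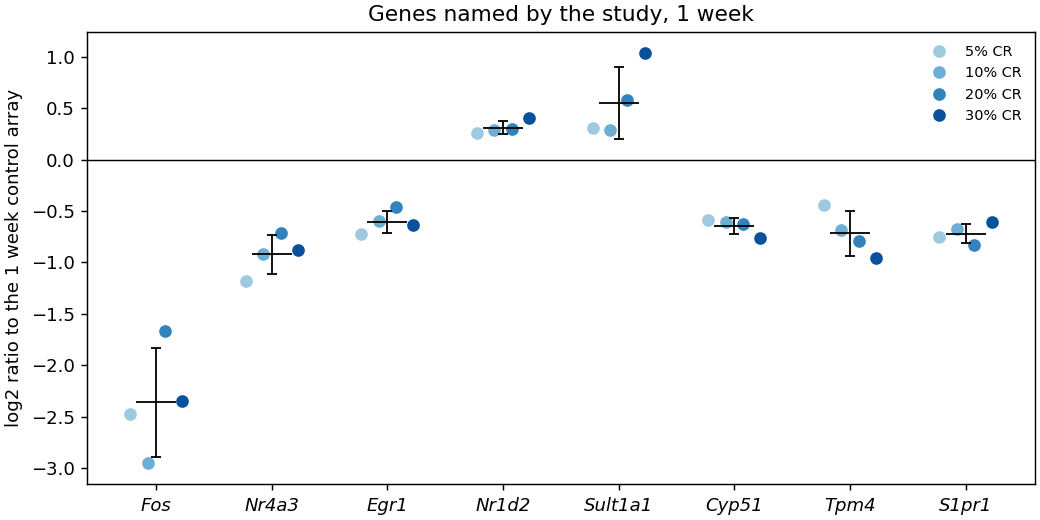
Log2 ratio of each 1 week CR array to the control array for genes named by the study, with the mean (long bar) and SD (error bar) of the 4 CR arrays. *Fos*, *Nr4a3*, *Egr1*, *Cyp51*, *Tpm4* and *S1pr1* lie below 0 on all 4 arrays, and *Nr1d2* and *Sult1a1* above 0.

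Compared level by level with the control, which has no replicate and gives no test, 5497, 5980, 6167 and 5152 probe sets were at least 1.5-fold apart at 5, 10, 20 and 30% at 1 week, so the 5% and 30% arrays had similar counts. At 1 month the counts were 1401, 1495, 1779 and 1518 of 15549 rows. Simulated unchanged arrays gave a mean of 1743 per level at 1 week and 1355 at 1 month. In all 4 comparisons of 1 week, 3085 probe sets changed the same way by at least 1.5-fold (1931 higher, 1154 lower), and in those of 1 month 200 rows did (133 higher, 67 lower). A simulation of unchanged arrays that shared 1 control gave a mean of 236 probe sets at 1 week and 174 rows at 1 month, with highest values of 272 and 210. The 1 month count lay within the simulated range and the 1 week count above it. The simulation gave the control array the spread of the CR arrays, so part of that excess may still come from the shared control where this array is further off. With a filter at the 75th percentile the same-way counts were 1277 at 1 week (654 higher, 623 lower) and 14 at 1 month (5 higher, 9 lower). Without a filter they were 10152 (8285 higher, 1867 lower) and 2178 (1128 higher, 1050 lower). The mean correlation between the ratios of different levels was 0.874 at 1 week and 0.524 at 1 month, against 0.501 and 0.500 in the simulation, and the mean covariance was 0.564 and 0.070 against 0.084 and 0.065.

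**Figure D4:**
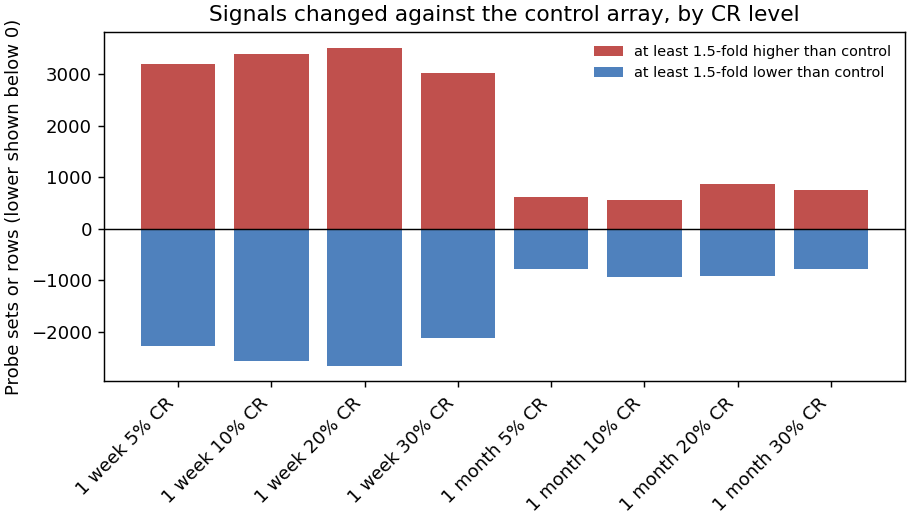
Number of probe sets (1 week) or rows (1 month) at least 1.5-fold above (red) or below (blue, drawn under 0) the control array of the same duration, for each CR level. The 1 week bars total 5152 to 6167 and the 1 month bars 1401 to 1779.

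No probe set passed for a trend over the CR level among the 4 CR arrays at 1 week by limma, with 743 at an unadjusted p under 0.05, and none passed at 1 month, with 959. The largest slopes at 1 week, given as values only, were 1.10 per 10% restriction for *Gjb1*, a gap junction protein, 0.95 for *Foxl2*, 0.92 for *Armc7*, 0.90 for *Tec* and 0.78 for *Ogfrl1*. The most negative were -1.12 for *Lsm11*, -1.02 for *Eif4ebp1*, a translation repressor, -0.98 for *Msmp*, -0.78 for *Apobr* and -0.77 for *Acsf3*. Several of these slopes depended on a single array. Without the 30% array, *Lsm11* turned to 0.31 (its signal there was 9.0, against 69.9 to 109.1 at the other levels), and *Eif4ebp1*, *Msmp* and *Acsf3* had -0.33, -0.32 and -0.29. Without it *Foxl2*, *Armc7*, *Tec* and *Ogfrl1* had 1.97, 1.68, 1.35 and 1.34, and without the 5% array *Foxl2* and *Armc7* had 0.39 and 0.41. In simulated data a change of 4-fold from 5% to 30% was called in 33.3% of genes at 1 week and 63.6% at 1 month, and a change of 2-fold in 4.48% and 19.4%. Without the 5, 10, 20 or 30% array in turn, 6, 30, 3 and 3 probe sets passed at 1 week, and 19, 3, 2 and 0 rows at 1 month.

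At 1 month no row differed between CR and control by limma, with 946 of 15549 at an unadjusted p under 0.05 and a smallest adjusted p of 0.057. Robust eBayes gave 5 rows, leaving out the 10% or the 20% array gave 1 each, and the single fit of 10 arrays, which pairs unrelated rows, gave 22. In simulated 1 month data the same fit called 80.3% of genes changed by 4-fold, 46.3% of those changed by 2-fold and 13.4% of those changed by 1.5-fold. The difference between the durations was not tested.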

Values the study reported

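For the brain, the study reported 1346, 1413, 1429 and 1345 altered gene probes at 5, 10, 20 and 30% CR after 1 week, and 76, 58, 119 and 148 after 1 month. Its change calls used criteria other than those applied here, so these counts are not compared. Log ratios of *Nr4a3* were -1, -1, -0.9 and -1.1 at 1 week and -0.9, -1.2, -1.2 and -1.1 at 1 month. Those of *Egr1* were -0.7, -0.7, -0.4 and -0.7 at 1 week and -1.2, -1.4, -1.2 and -0.9 at 1 month. The unnamed probe set 1375043_at had -2.3, -2.4, -2 and -2.1 at 1 week and -1.3, -1.4, -1.2 and -1.4 at 1 month.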

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

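The highest and lowest of the 4 CR arrays were compared with the nearest other array for 77 values, of which 2 had a gap, as a part of the whole range, above Dixon's critical value. About 1 in 20 such sets exceeds it by chance. The log2 ratio of *Dcn* at 1 week was -1.61 at 30% CR and between -2.28 and -2.24 at the other levels (ratio 0.931). The log2 ratio of *Cmtm6* at 1 week was -0.82 at 10% CR and between -0.62 and -0.58 at the others (ratio 0.833).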

How the results depend on the processing

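Cyclic loess, the comparison among CR arrays without the control array, and the move of the single fit of 10 arrays from the planned design to an alternative were chosen after seeing the data. The count of probe sets differing at 1 week (3958) was within 1.5 times under both planned scalings, the stricter filter, the pseudocount and the other variance settings (2663 to 4010), and 3455 to 4084 when a CR array was left out. It was 6685 without a filter (4943 higher) and 2637 with cyclic loess and the stricter filter; the cause was not tested, except that the filters change how many probe sets are tested. Without the control array no CR effect can be estimated, and a different contrast, each CR array against the other 3, called 0. Of the 3958 calls 56.7% were higher, against 70.6% in the single fit of 10 arrays, 73.9% without a filter, 48.6% with the stricter filter, 52.1% with cyclic loess and 50.9% with cyclic loess and the stricter filter. At 1 month the count of 0 became 5 with robust eBayes, 22 in the single fit, and 0 to 1 when a CR array was left out. The trend count of 0 became 3 to 30 at 1 week and 0 to 19 at 1 month when a CR array was left out, which leaves 3 arrays on the line; the 30 came without the 10% array at 1 week and the 19 without the 5% array at 1 month. Per level at 5, 10, 20 and 30%, the 1 week counts were 17421, 18017, 18331 and 16871 without a filter, 2008, 2383, 2475 and 1906 with the stricter filter, and 2446, 2709, 2888 and 2205 at 2-fold. The 1 month counts were 9731, 9990, 10627 and 9745, then 154, 146, 216 and 217, and 281, 315, 411 and 288. The same-way count at 1 week was 10152 without a filter (8285 higher, 1867 lower) and 1277 with the stricter filter (654 higher, 623 lower). At 1 month it was 2178 (1128 higher, 1050 lower) and 14 (5 higher, 9 lower). For sign alone it was 10896 at 1 week and 6633 at 1 month. The balance of higher and lower therefore depended on the filter. The number of lists past camera's threshold (9) fell to 3 with the stricter filter, and 4 lists (oxidative phosphorylation, ribosomal, autophagy and pituitary, the last not testable with that filter) had an adjusted p under the threshold in all 6 alternatives of scaling, filter and pseudocount (5 for pituitary), all at the preset correlation. With an estimated correlation 0 lists passed, also where the estimate lay below the preset 0.01. That count therefore does not show an effect of correlation between genes alone. Lists were not rerun with a CR array left out or with other variance settings. *Tubb2a* was -0.17 with quantile scaling and -0.038 with cyclic loess, with either filter. For 31 named probe sets under up to 13 alternatives, 351 of 362 values kept direction and side of the threshold. Probe sets that a setting filtered out gave no value. With the stricter filter, the 10 largest decreases were not tested, nor were the 10 largest increases except *Grm8* and *Tmc4*. No paired analysis was possible because every group has 1 array. The averaged effect, the comparisons between durations and their alternatives, among them the additive model, 5 against 5 arrays and the 30% level alone, were not run on the rows as deposited, since the 1 month rows do not follow the probe sets. Low signals limit folds: in the lowest decile of mean signal the median log2 ratio at 1 week was 2.27, and in the highest -0.02.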

Other observations

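The tests of a low-signal offset and of the oxidative phosphorylation and ribosomal lists were set out before their results were seen, although cyclic loess itself was added after seeing the data. All other tests in this part were chosen after the result was seen.

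The 1 week control array stood apart from the 4 CR arrays. An offset at low signals as the whole cause is argued against, since with cyclic loess and only probe sets above the 75th percentile kept, 34.0% were still called. A technical difference in RNA input or labelling may contribute, because the mean poly-A spike-in level lay 6.17 SD of the CR arrays above theirs. The signals are scaled to an equal trimmed mean, so this level is relative to the sample's own signal. By itself it does not show a difference made in the laboratory. An effect of the diet stays open: the test for growth with the restriction, the median size of the ratio at 30% less that at 5% (-0.044), used probe sets called for a difference shared by the levels and so decides nothing. With 1 control array, the diet and the array cannot be told apart.

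With each array of a duration in turn as the lone reference, the control called 3958 probe sets at 1 week and the highest other choice 0 (1 of 5 choices as large). At 1 month the control called 0 rows and the highest other choice 2 (5 of 5). A total of 5 choices cannot give a share under 0.05. When a CR array is the reference at 1 week, the control array widens the spread of the rest.

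Of 82 oxidative phosphorylation genes 46 were called higher and 13 lower at 1 week, and of 42 ribosomal genes 25 and 1; camera's adjusted p was 7.1e-09 for each at the preset correlation and 0.395 with an estimated one. Signal level and genomic gene span are argued against as the whole cause, since the list medians of 0.46 and 0.42 lay above 100% and 99.8% of 10000 random lists matched on both. Transcript length and the distance of probes from the 3' end were not matched, so a bias by either stays untested. The matched random lists themselves had a median of 0.02 for oxidative phosphorylation and 0.16 for the ribosomal list. Part of the ribosomal shift was therefore shared with genes of like signal and span. Ordinary differences between arrays are argued against too, since a CR array set against the other 3 moved the medians by at most 0.050 and 0.035. The diet and a technical difference between the control and the CR arrays, on either side, both stay open. Neither was tested for these lists.

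The 1 month values did not follow the probe set identifiers. Another tissue on those arrays is argued against, because the rows of the 9 hybridization spike-ins, which come from no tissue, differed from 1 week by a median size of 3.42 on the log2 scale, some higher and some lower. A candidate explanation is that the same probe sets stand in another order that keeps long runs of the table's order: an order-keeping alignment of the 1 month levels to the 1 week CR levels scored 9804, against at most -13234 for 10 shuffled orders. It matched 23918 rows (at most 20374 when shuffled), 84.1% of matches were exact in simulated data, and its settings were chosen from these data, so no gene was named from it. If that order holds, the CR effects of 1 week and 1 month correlated at -0.029 over the matched rows (across rows, which are not independent), and whether a change by CR lasted stays open.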
